A study of Mus musculus with 2 samples.

How the data were processed

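The series holds 2 methylRAD libraries of mouse F9 cells, 1 undifferentiated and 1 differentiated, grouped by the cell state given in the labels. Per the labels' protocols, genomic DNA was digested with FspEI, short fragments were taken from an agarose gel and adaptors were ligated to them. The labels give both libraries the same sequencing run. The names given to the deposited tables carry a tag that reads as no duplicates, without saying whether this refers to reads or to entries. The aligner, read filters, minimum count and genome build are not stated in the labels or file headers.

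Each library has 1 table with a chromosome, a position, an alignment type, a motif, a count and a value headed RPM for every site. The counts deposited by the authors are whole numbers of reads per site, and each position is listed once per library. The lowest count in either table is 5, so a minimum was applied before deposition. Depth is therefore known only as the sum of the listed counts, 20550450 in the undifferentiated and 21291239 in the differentiated library. The deposited RPM values were treated as a score, because they sum to 9249232.2 and 8703649.0 and not to 1000000 or less. Within 5e-05 they equal the count times 1000000 divided by 2221852 in the undifferentiated and by 2446243 in the differentiated library. How these divisors were obtained is not stated per the file headers, and they served only as an alternative scaling. Of the listed sites, 98.2% and 98.3% had a full-match alignment type, and the others were soft-clipped or held an insertion or deletion.

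A site was a chromosome and position. At 50 positions the motif differed between the libraries, and these were left out of comparisons of site levels. Levels were counts per 1000000 CCGG counts of the library. A site listed in one library and not in the other was given 4 counts in the other, the highest value the minimum permits, so that its change is a lower bound. Sites were compared with Fisher's exact test, two-sided, against the rest of the CCGG total, with Benjamini-Hochberg adjustment and a threshold of 0.05, for a summed count of at least 10, the 4 counts of unlisted sites included. The same test was applied to 100 kb windows with a summed count of at least 50. Shares of counts were given 95% Wilson intervals, which cover counting error only. Models that estimate the spread between replicates could not be fitted with 1 library per group. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

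The tests were checked on simulated data. For the site test, Poisson counts were drawn for the real sites at the real totals and the listing minimum was applied. For the window test, Poisson counts were drawn for the summed counts of the 100 kb windows, without the listing minimum. Both hold counting error only, which is less than the spread between the real libraries. With 200 sites changed 4-fold among 686321 tested, 49.0% were called in the right direction, 0 in the wrong direction, and 1 unchanged site was called. With 200 windows changed 2-fold among 25178 tested, 97.0% were called and 6 unchanged windows were called. The neighbour correlation returned 0.004 for independent values and 0.477 for values shared within 10 kb. The shared and independent parts of the latter had equal variance, so this check does not show whether a weaker shared change would be detected.

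The sites named in the text are the 3 with the largest and the 3 with the smallest log2 ratio among called CCGG sites, a rule set before the data were examined, as were the planned comparisons and the first set of alternatives. Named windows followed the same rule. That first set concerned the minimum count for detected sites, for the correlations and for the site test, the correlations over sites in both libraries, alignment type, chromosomes, highest sites, scaling, pseudocount, thinning of the larger library and minimum fold. Further alternatives chosen after seeing the data concerned unlisted sites, sites listed in both libraries for the motif share and the site test, counts of at least 10 for the motif share, the divisors of the RPM values, sites that share reads, positions with differing motifs, and distance from a CCGG site with the sets of sites used for it. The 100 kb windows, the neighbour comparison and the classes by level were also added after seeing the data. Planned comparisons by gene, gene list and genomic feature were not analysed here. They need gene positions on the genome build of the tables, and no build is named in the labels or file headers.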

Results

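MethylRAD sequencing was used to compare DNA methylation in F9 cells, a mouse embryonal carcinoma line, before and after differentiation. MethylRAD reads short genomic fragments that the methylation-dependent enzyme FspEI releases around methylated cytosines, so that the number of reads at a site rises with its methylation and an unmethylated site yields none. The series asked how pluripotency enhancers are regulated in these cells. There were 2 libraries, 1 from undifferentiated cells and 1 from cells at day 4 of differentiation with 1 µM retinoic acid, and therefore no replicates. Every difference below is a difference between 2 libraries. It has no replicate check, and a test on counts compares these libraries and not the conditions.

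The undifferentiated library held 20550450 counts over 1016209 sites, and the differentiated library held 21291239 counts over 1108689 sites. Each site was one of 3 sequence motifs. CCGG contains a CpG, whereas CCAGG and CCTGG, which are each other's reverse complement, place the methylated cytosine outside CpG. Sites were listed only with a count of at least 5, so an unlisted site had between 0 and 4 counts and cannot be read as unmethylated. CCGG sites held 16687588 counts in the undifferentiated and 15705436 counts in the differentiated library. At these totals 3 counts corresponded to 0.18 and 0.19 counts per 1000000 CCGG counts, below the listing minimum. The median CCGG site had 19 counts (interquartile range 10 to 31) in the undifferentiated library and 17 counts (interquartile range 9 to 32) in the differentiated library. The median CCAGG or CCTGG site had 8 counts in both. Of these sites, 58.0% in the undifferentiated and 59.4% in the differentiated library had fewer than 10 counts, against 22.7% and 25.9% of the CCGG sites.

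**Figure D1:**
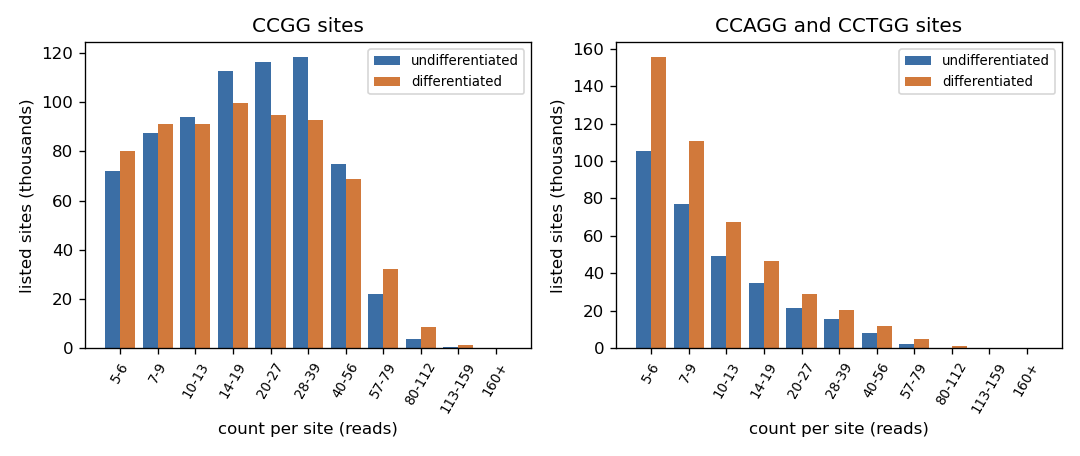
Number of listed sites (vertical axis, in units of 1000 sites) by count per site (horizontal axis, reads) for CCGG sites (left) and CCAGG and CCTGG sites (right) in the undifferentiated (blue) and differentiated (orange) library. Bars are counts of sites in single libraries without error bars; the CCGG median was 19 and 17 counts, and CCAGG and CCTGG sites, with a median of 8 counts in both libraries, were more numerous in the differentiated library.

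The first comparison was the division of counts between CpG and non-CpG motifs. CCAGG and CCTGG sites together took 18.8% of the counts of the undifferentiated library (95% Wilson interval 18.78% to 18.81%) and 26.2% of the counts of the differentiated library (26.22% to 26.25%). The difference was 7.44 percentage points, and the ratio of CCAGG and CCTGG counts to CCGG counts was higher in the differentiated library by 0.62 on the log2 scale. Fisher's exact test on the counts gave a two-sided p too small to be represented as a number, with an odds ratio of 1.54. The intervals and the test cover counting error only, because reads amplified by PCR are not independent molecules. CCAGG counts rose from 1924153 to 2784190 and CCTGG counts from 1938709 to 2801613, so the 2 strand forms of the motif changed alike. The number of listed CCAGG and CCTGG sites rose from 314285 to 448204. The alternative that moved the difference most was a restriction to sites listed in both libraries, under which it was 3.0 percentage points.

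The rise at CCAGG and CCTGG sites depended on how far the site lay from the nearest CCGG site listed in either library. Sites within 16 bp of a CCGG site can be covered by the same read. They held 37.3% of the CCAGG and CCTGG counts in the undifferentiated library and 30.4% in the differentiated library. Relative to the CCGG total, counts at these sites were higher in the differentiated library by 0.33 on the log2 scale. The log2 ratio was lower, 0.21, for sites 17 to 32 bp away. It was 0.44 for sites 33 to 100 bp away, 0.86 for sites more than 100 and up to 1000 bp away, 1.01 for sites 1001 to 10000 bp away and 1.18 for sites farther away. Sites more than 100 bp from a CCGG site numbered 180369 in the undifferentiated and 297766 in the differentiated library, and 99003 were listed in both. Only 33.2% of the distant sites of the differentiated library were therefore listed in the undifferentiated library. This share rose with the count: it was 20.5% for distant sites with 5 to 9 counts in the differentiated library, 50% for those with 10 to 19 counts, 81.9% for those with 20 to 39 counts and 97.6% for those with 40 or more.

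**Figure D2:**
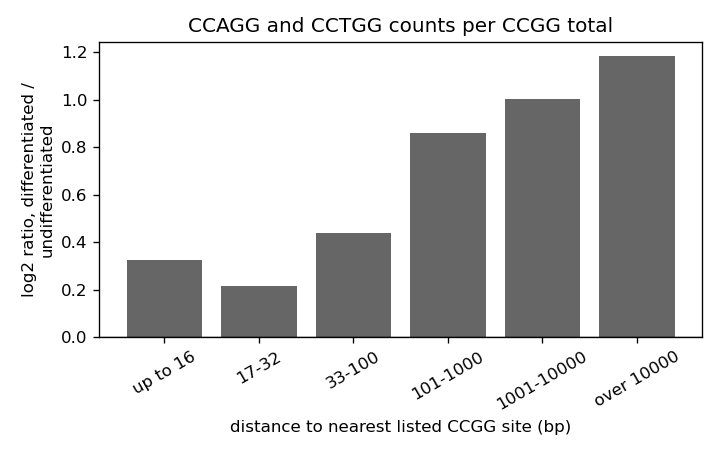
Log2 ratio of summed CCAGG and CCTGG counts, differentiated over undifferentiated, each library scaled by its CCGG total (vertical axis), by distance to the nearest listed CCGG site (horizontal axis, bp). Each bar is one ratio of summed counts of 2 single libraries without an error bar; the ratio was 0.33 for sites up to 16 bp away, lowest at 0.21 for sites 17 to 32 bp away and 1.18 for sites more than 10000 bp away.

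The second comparison was which CCGG sites were detected. The undifferentiated library listed 701924 CCGG sites and the differentiated library 660485, and 560641 were listed in both. This was 79.9% of the undifferentiated sites (95% Wilson interval 79.78% to 79.97%) and 84.9% of the differentiated sites. The overlap rose with the count of the site. Of undifferentiated sites with 5 to 9 counts, 57.1% were listed in the differentiated library, compared with 76.0% at 10 to 19 counts, 90.9% at 20 to 39 counts and 98.0% at 40 to 79 counts. The corresponding shares of differentiated sites listed in the undifferentiated library were 63.3%, 84.0%, 96.7% and 99.7%. At equal counts, sites of the undifferentiated library were thus missing from the other library more often than the reverse. Raising the minimum to 10 counts moved the overlap most, to 73.5% of the undifferentiated sites.

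Site levels were then compared as counts per 1000000 CCGG counts. Positions listed with one motif in one library and with another motif in the other library, 50 in all, were left out of this and the following comparisons of CCGG sites. Across 801723 CCGG sites listed in at least 1 library, Pearson's r of log2(level + 1) was 0.62 and Spearman's rho of the levels was 0.56, with an unlisted site given 4 counts. These are correlations across sites, which are not independent replicates. A summed count of at least 10 moved r most, to 0.53. Among the 560641 sites listed in both libraries, the log2 ratio of differentiated to undifferentiated level had a standard deviation across sites of 0.99, while counting error alone would give 0.52. A difference of at least 2-fold was seen at 30.9% of these sites, 89875 higher and 83555 lower in the differentiated library. Among the 216677 sites with at least 20 counts in both libraries the standard deviation was 0.61, against 0.35 from counting error. At these sites 19828 were at least 2-fold higher and 5870 at least 2-fold lower with the CCGG totals, and 11753 higher and 10122 lower under median-ratio scaling.

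The log2 ratio also depended on the level of the site. For CCGG sites with a summed count of 10 to 19 its median was -0.18, and for a summed count of 20 to 39 it was -0.15. The median was 0.05 at 40 to 79 counts, 0.32 at 80 to 159 counts and 0.46 at 160 counts or more. From a summed count of 40 upwards fewer than 1% of sites were unlisted in either library, so the listing minimum had little part in the rise between the last 3 classes. For CCAGG and CCTGG sites the median lay between 0.44 and 0.57 in all 5 classes. The direction given to a typical CCGG site depended on the scaling. With the CCGG totals the median log2 ratio over the 398740 sites with at least 10 counts in both libraries was 0.16. Scaling by that median ratio shifts every CCGG site by -0.16, and scaling by the divisors behind the deposited RPM values shifts every site by -0.23, so all directions below are relative to the CCGG totals.

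**Figure D3:**
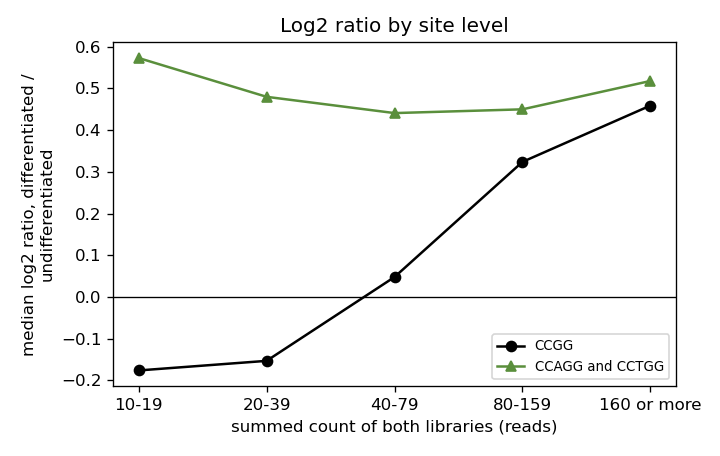
Median log2 ratio of differentiated to undifferentiated level (vertical axis, scaled by the CCGG totals) by the summed count of the site in both libraries (horizontal axis, reads) for CCGG sites (circles) and CCAGG and CCTGG sites (triangles). Points are medians across sites of single libraries; the CCGG median rose from -0.18 to 0.46, crossing 0 under this scaling, and the CCAGG and CCTGG medians stayed between 0.44 and 0.57.

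CCGG sites were tested one by one with Fisher's exact test, two-sided, on the site's counts against the rest of each library's CCGG total. Sites entered with a summed count of at least 10 after an unlisted site had been given 4 counts. Of these 763323 sites, of which 670324 reached 10 with listed counts alone, 179709 (23.5%) had a Benjamini-Hochberg adjusted p under 0.05, 88658 higher and 91051 lower in the differentiated library. Of the called sites 49.3% were higher. This split was 35.9% under median-ratio scaling and 31% under the divisors of the RPM values. Of the sites called lower, 32592 were unlisted in the differentiated library, and of those called higher, 15098 were unlisted in the undifferentiated library. Giving unlisted sites 0 instead of 4 counts moved the number called lower most, to 138760. The test takes reads as independent, and the spread of the log2 ratios given above was wider than that assumption allows.

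The sites with the largest changes were single CCGG sites with no listing, or a listing near the minimum, in the other library. Positions are those of the deposited tables, whose genome build is not named in the labels or file headers, so no gene was assigned. The largest rises were at position 50365421 of chromosome 7, with 104 counts in the differentiated library, position 46041412 of chromosome 1, with 89 counts, and position 65538371 of chromosome 14, with 75 counts. All 3 were unlisted in the undifferentiated library. Taking 4 counts there, they were at least 27.6-fold, 23.6-fold and 19.9-fold higher, with adjusted p of 2.67e-23, 4.97e-19 and 3.26e-15 by Fisher's exact test. With unlisted sites given 4 counts, the largest fall was at position 35536131 of chromosome 16. It had 126 counts in the undifferentiated and 5 counts in the differentiated library, a log2 ratio of -4.57 (Fisher's exact test, adjusted p 1.33e-25). Position 51103075 of chromosome 16 had 95 counts and position 171516803 of chromosome 1 had 81 counts in the undifferentiated library, and both were unlisted in the differentiated library. They were at least 22.4-fold and 19.1-fold lower, with adjusted p of 1.55e-18 and 5.81e-15 by the same exact test. Because the folds at unlisted sites are lower bounds, the order of the 3 rises and of the 3 falls is not settled. Which called sites rank as the largest also depends on the 4 counts given to unlisted sites.

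Differences between the libraries were also summed over 100 kb windows, a comparison added after the tables had been seen. Of 25214 windows with a summed CCGG count of at least 50, unlisted sites again given 4 counts, Fisher's exact test called 9117 (36.2%) at an adjusted p under 0.05, 5729 higher and 3388 lower in the differentiated library. The share of called windows that were higher was 62.8% with the CCGG totals, 50.1% without the 1000 sites with the highest summed count, 18.5% under median-ratio scaling and 8.4% under the divisors of the RPM values. Most called windows differed little, and 1393 of them differed by at least 1.5-fold. The standard deviation of the log2 ratio across windows was 0.30. The 3 windows with the largest rise held 4 listed CCGG sites or fewer. The window from 42300001 to 42400000 on chromosome 14 had a single site, with 23 counts in the undifferentiated and 76 in the differentiated library. The largest fall was in the window from 123800001 to 123900000 on chromosome 1, from 3851 to 471 counts over 10 sites, a log2 ratio of -2.92. Its highest site fell from 1882 to 177 counts, while 6 of the 10 sites were higher in the differentiated library. The window's log2 ratio was -2.62 without its highest site and reversed to 0.47 without the 1000 highest sites of the genome. After the pairs of counts had been exchanged at random among sites of similar summed count, a mean of 8399.7 windows were called, with a range of 8205 to 8566 over 10 exchanges.

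Neighbouring CCGG sites were compared to see over what distance the differences extended. For pairs of sites 4 to 16 bp apart, which share reads, the log2 ratios had a Pearson's r of 0.86 across 4990 pairs. The value was 0.10 for pairs 17 to 32 bp apart, 0.06 for pairs 33 to 100 bp apart, 0.03 for pairs more than 100 and up to 1000 bp apart and 0.01 for pairs 1001 to 10000 bp apart. Sites with a summed count of at least 20 entered, and r is across site pairs. Between CCAGG and CCTGG sites r was 0.887 at 4 to 16 bp and 0.573 at 17 to 32 bp. It was 0.102 at 33 to 100 bp and 0.016 at more than 100 and up to 1000 bp. For these motifs the correlation thus extended past 16 bp, and whether reads are shared at 17 to 32 bp was not tested. The log2 counts of CCGG sites themselves were also weakly correlated between neighbours within one library, with r of 0.07 at more than 100 and up to 1000 bp in both the undifferentiated and the differentiated library.

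**Figure D4:**
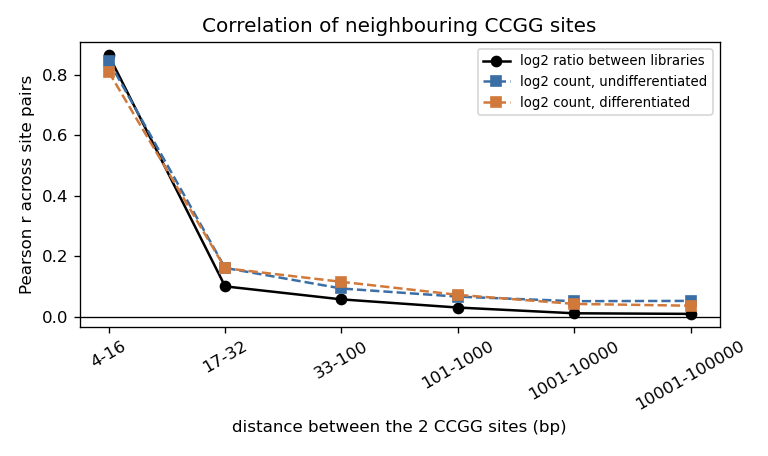
Pearson's r between neighbouring CCGG sites (vertical axis) by the distance between them (horizontal axis, bp), for the log2 ratio between libraries (black) and for the log2 count within the undifferentiated (blue) and differentiated (orange) library. Each point is r across site pairs; all 3 lines fell from above 0.80 at 4 to 16 bp to 0.16 or less at 17 to 32 bp.

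The distribution of CCGG counts over the autosomes and chromosome X was similar in the 2 libraries apart from chromosome 2. The log2 ratio of chromosome totals lay between 0.01 (chromosome 1) and 0.08 (chromosome 17) on the other autosomes and was -0.40 on chromosome 2. This fall came from 3 sites, at positions 98662793, 98666261 and 98666502 of chromosome 2, which had the highest counts in both libraries and were singled out after their values were seen. They fell from 76328, 224244 and 418590 counts to 25795, 57594 and 130656 counts. Together they took 4.31% of the CCGG counts of the undifferentiated library (95% Wilson interval 4.30% to 4.32%) and 1.36% of those of the differentiated library (1.36% to 1.37%). The next highest site, on chromosome 4, had only 8816 counts in the undifferentiated and 14163 in the differentiated library. No cause of the fall at the 3 sites was tested, so it cannot be read as a loss of methylation. Without the 1000 sites with the highest summed count, the log2 ratio of chromosome 2 was -0.001 and the autosomes ranged from -0.03 to 0.03. Chromosome X then had a log2 ratio of -0.07, below every autosome. With all sites it was -0.03, below every autosome except chromosome 2. The Y chromosome had 21 listed CCGG sites in the undifferentiated and 33 in the differentiated library, with 1011 and 1097 counts. Its log2 ratio was 0.205 with all sites, above every autosome, and -0.073 without the 1000 highest sites. On the mitochondrial genome, 1 CCGG site was listed, with 10 counts, in the differentiated library and none in the undifferentiated library.

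**Figure D5:**
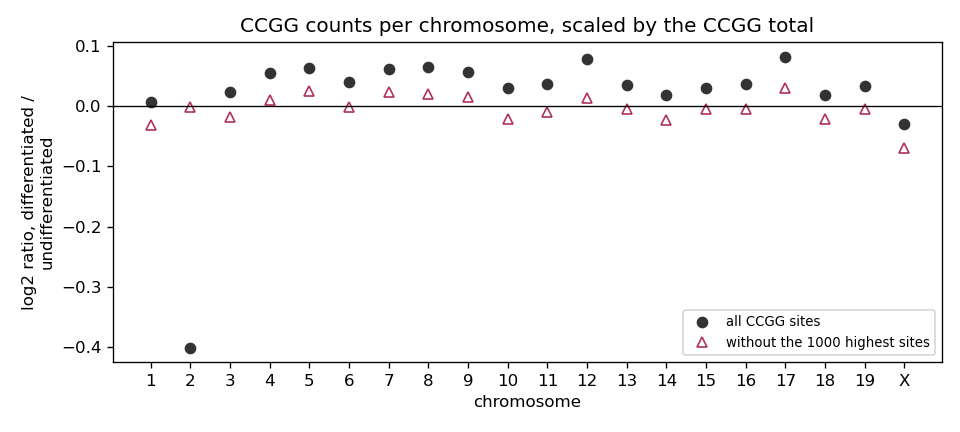
Log2 ratio of CCGG counts per chromosome, differentiated over undifferentiated, scaled by the CCGG total (vertical axis), for each autosome and chromosome X (horizontal axis), with all sites (filled circles) and without the 1000 sites with the highest summed count (open triangles). Points are ratios of single libraries without error bars; chromosome 2 lay at -0.40 with all sites and at -0.001 without the highest sites, and chromosome X at -0.03 and -0.07.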

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

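Alternatives on unlisted sites, sites listed in both libraries for the motif share and the site test, counts of at least 10 for the motif share, the divisors of the RPM values, sites that share reads, differing motifs and distance from a CCGG site, with the sets of sites used for it, and all those for windows, were chosen after seeing the data. The 7.44-point higher share of CCAGG and CCTGG counts in the differentiated library kept its direction under every alternative run. It was 7.50 points with full-match alignments only, 7.10 without the 1000 highest sites, 6.83 with only CCAGG and CCTGG sites more than 100 bp from a CCGG site, 6.34 with counts of at least 10, 3.0 with sites listed in both libraries, and 9.50 when sites with at least 3 reads were compared in place of counts. The log2 ratio of CCAGG and CCTGG counts, 0.44 at 33 to 100 bp from a CCGG site and 1.18 beyond 10000 bp, was 0.283 and 0.58 at sites listed in both libraries, and its median over sites with a summed count of at least 40 was 0.487 and 0.881.

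The share of undifferentiated CCGG sites also listed in the differentiated library, 79.9%, was 73.5% at 10 or more reads, 80.1% on autosomes and 80.4% after thinning the larger library. Minimums of 1, 3 and 5 reads cannot move it, because no listed site has fewer than 5 counts. Pearson's r across sites, 0.62, was 0.53 with at least 10 reads summed, 0.58 with a pseudocount of 0.1, 0.56 with sites in both libraries and 0.57 with unlisted sites as 0. Spearman's rho, 0.56, was 0.47 with at least 10 reads summed, 0.53 with sites in both libraries and 0.562 on autosomes.

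The numbers of CCGG sites called higher and lower, 88658 and 91051, were 64363 and 114766 under median-ratio scaling and 55951 and 124264 under the divisors of the RPM values. They were 73560 and 58459 for sites listed in both libraries and 121335 and 138760 with unlisted sites as 0, a rise in both directions. Of the 179709 sites called with the CCGG totals, 155414 were also called under median-ratio scaling and 147002 under the divisors of the RPM values. A difference of at least 2-fold was met by 163016 of the called sites. Where several CCGG sites at most 16 bp apart shared reads, keeping 1 site of each run left 177941 calls.

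The split of the 100 kb windows between higher and lower depended most on the scaling, and also on unlisted sites and on the highest sites. Windows called higher, 5729 with the CCGG totals, numbered 1905 under median-ratio scaling and 1060 under the divisors of the RPM values, while windows called lower rose from 3388 to 8389 and 11500. With unlisted sites as 0, 5660 were called higher and 4737 lower, and without the 1000 highest sites 4334 and 4309. Requiring a difference of at least 1.5-fold left far fewer, 662 higher and 731 lower. Windows of 1 Mb are fewer, so shares of the windows tested were compared: 40.55% were called higher and 10.88% lower, against 22.7% and 13.4% of the 100 kb windows. The window from 123800001 on chromosome 1 reversed to 0.467 without the 1000 highest sites of the genome.

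The log2 ratio of chromosome 2, -0.40, was -0.407 with full-match alignments only, -0.557 under median-ratio scaling, -0.539 under the all-motif totals, -0.627 under the divisors of the RPM values and -0.001 without the 1000 highest sites. That of chromosome X, -0.03, was -0.185, -0.167, -0.255 and -0.07 under the last 4 of these. The range over autosomes, 0.483, was 0.491 with full-match alignments only and 0.061 without the highest sites, and no scaling can move it. Where a cause is not named here, the cause was not tested.

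For the 12 named sites and windows most alternatives left the values as they were or shifted them by a constant far smaller than the change, so apart from the 1 reversal above they show little about stability. Leaving out a window's highest site, a separate comparison, moved some named windows more. The log2 ratio went from -2.202 to 0.088 on chromosome 8. The 1 remaining site there had equal counts in both libraries, so 0.088 comes from the scaling alone. On chromosome 2 the log2 ratio went from 1.779 to 0.672. It went from 1.716 to 1.316 on chromosome 5 and from -2.92 to -2.62 on chromosome 1. Unlisted sites as 0 and sites listed in both libraries give no ratio for the 5 named sites listed in 1 library, and with unlisted sites as 0 the named window on chromosome 8 falls under the minimum of 50 counts. No paired analysis was possible because each group has 1 library. Leaving out a replicate and other splits of the samples were likewise impossible. The alternatives planned for genomic features, gene windows and gene lists were not run, because those comparisons were not made. In simulated data with counting error only, 49.0% of 4-fold changes at sites were called, against 97.0% of 2-fold changes in windows. Depth by itself thus limits single sites more than windows. The spread between the real libraries was wider than counting error, so these shares do not carry over to the real calls.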

Other observations

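The tests of mitochondrial sites, of the density of sites in windows and of the region on chromosome 17 were chosen after the values they measure had been seen, and the exchange of counts among sites and the tests of sites listed in one library were chosen after the site, neighbour and window results were known, although before their own values were computed, while the distance classes over other sets of sites, the agreement of distant sites and the distances within the chromosome 17 region were examined last.

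The larger share of CCAGG and CCTGG counts in the differentiated library was weighed against 4 technical explanations. If reads from neighbouring CCGG sites had caused it, sites more than 100 bp from any listed CCGG site would show no rise, but their log2 ratio of counts over CCGG counts was 0.912, higher than that of all such sites. If the listing minimum had caused it, sites listed in both libraries would show no rise, but their log2 ratio was 0.293, smaller than the 0.62 of all sites, in a selection that itself favours similar counts. Leaving out the 1000 highest sites gave 0.58. Each of these left a rise, so none accounts for all of it. Digestion or breakage of unmethylated DNA would be expected to reach the mitochondrial genome, where 0 CCAGG or CCTGG sites were listed in the 2 libraries together. The differentiated library did list 1 mitochondrial CCGG site, with 10 counts, and the undifferentiated library none. These counts cannot settle the question, because the number of such motifs in the mitochondrial sequence was not examined. A hypothesis is that methylation outside CpG was higher in the differentiated cells. There was 1 library per group and no added standard, and most distant sites lay close to the listing minimum. The hypothesis therefore cannot be told apart from a higher background of digestion in the differentiated library. A lower CCGG signal remains open as a cause of part of the rise. As the whole cause it is weighed below. CCAGG and CCTGG sites more than 100 bp from a CCGG site and listed in both libraries had a Pearson's r of 0.49 and a Spearman's rho of 0.39 between the libraries, across 99003 sites, below the 0.56 and 0.53 of CCGG sites listed in both. Over distant sites listed in either library the values were 0.44 and -0.02, where rho is held down by the many sites that reach the listing minimum in 1 library only. The levels of distant sites are lower, so these values do not separate methylation from background. A lower CCGG signal would raise the levels of all sites that share no reads with CCGG sites alike. The log2 ratio of summed counts rose from 0.44 at 33 to 100 bp to 1.18 beyond 10000 bp, but a uniform rise is enlarged where sites lie near the listing minimum. At sites listed in both libraries it rose from 0.283 to 0.58. For sites with a summed count of at least 40 the minimum has little part. Their median log2 ratio was 0.487 at 33 to 100 bp (3452 sites). It was 0.72 at more than 100 and up to 1000 bp (9736 sites) and 0.81 at 1001 to 10000 bp (4515 sites). Farther away it was 0.881 (110 sites). These values argue against a lower CCGG signal as the whole cause of the rise at sites 33 bp or more from a CCGG site.

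The 179709 called CCGG sites are far more than counting error gives: dividing each site's summed count at random in the ratio of the totals, 10 times, called at most 1 site. The differences were, however, almost independent between neighbours. CCGG sites 33 to 1000 bp apart, which share no reads if fragments are as short as the protocol describes, had log2 ratios correlated at r = 0.033 over 171302 pairs, under the 0.05 fixed before the value was computed as the mark of shared change. The nearer pairs, 33 to 100 bp apart, had r = 0.057, which is above that mark, and the more numerous pairs farther apart had r = 0.030. The pooled value was above the range of -0.0055 to 0.0068 given by 10 shuffles of the log2 ratios, so a small shared part was present. It is consistent with differences that arise mostly site by site. Variation in digestion or amplification of single fragments is a candidate explanation, and so is methylation that varies from one CCGG to the next. The 2 cannot be separated without replicates. Log2 counts within one library were themselves correlated at only 0.066 to 0.115 between sites 33 to 1000 bp apart, so a shared change in methylation could be hidden by whatever makes neighbouring counts differ.

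The windows point the same way. Pairs of counts were exchanged at random among CCGG sites of similar summed count, 10 times over 200 classes. This removes regional patterns except those that follow from the mix of site levels in a window, with which the log2 ratio changed. A mean of 8399.7 windows were still called, 92.1% of the 9117 called in the real order. The real number was above all 10 exchanges, which ranged from 8205 to 8566, so some regional pattern was present beyond the exchange. The standard deviation of the log2 ratio across windows was 0.30 after the exchange and 0.302 before it. Most window calls may therefore reflect site-by-site spread that the test does not allow for, or the mix of site levels in a window. They need not reflect regional change in methylation. The exchange keeps the spread of single sites whatever its origin, so it does not show where that spread comes from. Other explanations were tested too. Without its highest site, 76.9% of the called windows were still called. A different amount of DNA or of mapped reads would move both kinds of motif together, and the log2 ratios of CCGG counts and of distant CCAGG and CCTGG counts had r = 0.024 across 18640 windows, although the latter rest on few reads per window. The log2 ratio followed the number of listed CCGG sites with r = 0.071, which stands in only loosely for base composition.

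Sites with a clear count in one library and no listing in the other were unevenly divided. Of 335773 CCGG sites with at least 20 counts in the undifferentiated library, 23246 (6.92%) were unlisted in the differentiated library. The reverse held for 6448 of 298983 sites (2.16%). Poisson counts would leave 1.3 sites of the first kind. Among neighbours 33 to 1000 bp away that also had at least 20 counts in the undifferentiated library, 6.50% were unlisted beside such a site and 5.41% beside other sites, a ratio of 1.20 that stayed under the 1.5 fixed before the value was computed. Losses clustered in regions would give a higher ratio, so most of these sites may again be single-site events. For the reverse kind the ratio was 0.75. A lower number of sampled molecules in the differentiated library would reduce the listing of both kinds of motif, but CCAGG and CCTGG sites more than 100 bp from a CCGG site showed the opposite: at 20 to 39 counts, 93.1% of the undifferentiated sites were listed in the differentiated library and 81.9% the other way. Among all CCGG sites, 141283 were listed only in the undifferentiated library and 99844 only in the differentiated library. After the undifferentiated counts had been thinned to the differentiated total these numbers were 135416 and 105715, so the difference in CCGG totals accounts for part of the excess and not for all of it. The CCAGG and CCTGG sites speak against fewer sampled molecules, although their higher counts in the differentiated library would by themselves raise their listing there.

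Positions whose motif differed between the libraries showed how an alignment choice can look like a large change. Had they been kept with each motif as its own site, all 3 of the largest rises would have been at such positions, with log2 ratios up to 6.87. Of the 45 CCGG entries at these positions, 44 were soft-clipped in the library that listed them.

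All 3 of those rises lay in one 10 kb stretch of chromosome 17, from 39840001 to 39850000, which was examined after its values were seen. With the differing positions left out, its CCGG counts rose from 4339 to 8941, a log2 ratio of 1.13, and 58 of 67 sites were higher in the differentiated library. Its CCAGG and CCTGG counts rose from 929 to 2409, a log2 ratio of 1.462 relative to the CCGG total, with 13 of 14 sites higher. Only 2 of the 14 sites lay within 16 bp of a listed CCGG site. The log2 ratio was 0.31 for these, 1.73 for the 9 sites 17 to 100 bp away and 1.02 for the 3 sites farther away, the last from 57 and 109 counts. The rise of both motifs is consistent with more DNA or more mapped reads from a repeated sequence, but a change in methylation at both motifs cannot be excluded.

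The sum of the listed counts is 9.25 times the divisor behind the RPM values in the undifferentiated library and 8.70 times in the differentiated library. The values headed RPM are therefore not per 1000000 listed reads, and the 2 libraries differ in this factor. No explanation was tested.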
